A study of Homo sapiens with 4 samples. Its data were reported in "Core transcriptional regulatory circuitry molecule ZNF217 promotes AML cell proliferation by up-regulating MYB" (2025).

How the data were processed

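Gene expression was measured by RNA sequencing in 4 libraries of MV4-11 cells, 2 untreated (NC) and 2 labelled as ZNF217 knockdown (sh-ZNF217). Per the labels, RNA was extracted with TRIzol and libraries were made with the Illumina TruSeq RNA kit. According to the submitters' processing notes, reads were aligned with HISAT2 2.0.5 to hg38. The quantification tool, the gene annotation and the strand setting were not given in the sources used here. Groups were taken from the sample titles.

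The authors deposited 1 table of normalized values, which was read here as TPM, that is, values already divided by gene length and scaled to a fixed sum. The study's methods name the unit FPM. The reading as TPM rested on the values. The columns summed to between 998736 and 999337. Short mitochondrial genes also stood as high as longer genes on the same transcripts, with MT-ATP8 (207 nt) at a mean of 8822 and MT-ATP6 (681 nt) at 9641 TPM, and MT-ND4L (297 nt) at 8587 and MT-ND4 (1378 nt) at 8129 TPM. The low values were not whole multiples of a common step: 18.3% to 19.9% lay within 0.1 of a whole multiple, against 20% by chance. Read counts could therefore not be recovered, the depth of each library is unknown, and no interval or detection limit that needs depth was computed. The table held 19458 genes, whose lowest mean over the 4 libraries was 0.2 TPM. A single gene was listed at 0 in 2 or more libraries, and 1149 were listed at 0 in exactly 1 library.

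Gene identifiers were paired with symbols, gene types and GRCh38 coordinates from GENCODE release 44, the same assembly as the submitters' alignment. Of the identifiers, 17811 matched and 1647 did not, and the unmatched genes stayed in the tests without a name. Because strand was not given, reads of overlapping genes on opposite strands cannot be told apart.

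The design fixed before the data were examined assumed counts and named a count-based test, with a fallback for normalized values. Since the table held TPM, the fallback was used: limma 3.58.1 in R 4.3.3 on log2(TPM + 1), for the 14904 genes with a mean of at least 1 TPM, with a group term, empirical Bayes variance moderation and a variance trend. The fit had 2 residual degrees of freedom per gene and a prior of 4.65. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. Fold changes of means were computed from mean TPM. The thresholds stated by the study (unadjusted p below 0.05, absolute log2 fold change above 0.5) were applied as well.

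There were 29 gene lists with 823 distinct genes, fixed before the data were examined and after the paper had been read. Lists with at least 3 tested members, 28 in all, were tested with camera (preset correlation 0.01), with camera at an estimated correlation and with fry, and p-values were adjusted over the lists. Counts "adjusted over the list alone" use Benjamini-Hochberg over a list's tested members. The genes named in the text were chosen by a rule fixed beforehand: the circuit transcription factors, the genes that the study singled out with LDB1 and MYC, the 8 largest rises and 8 largest falls among called genes with at least 5 TPM in the higher group, a symbol and no overlap between the groups, and for each list up to 2 rising and 2 falling members with the smallest adjusted p, or for a list with no call the member with the smallest p. The expression limit of 5 had been written for CPM and was applied to TPM. Partner genes that may share reads, and genes said to have been named later, were added after their values were seen.

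The fit was tested on simulated data made from the means and replicate spread of the 14904 genes, with 200 genes changed and a further 40 shifted by 0.3 log2 units as a list. In this simulation of the sh-ZNF217 against NC comparison, limma recovered 90.9% of genes changed by 2 log2 units, 62.7% of those changed by 1 and 7.46% of those changed by 0.5, with 0 called in the wrong direction. Of the 14664 genes left unchanged, 8 were called, which was 6.96% of the calls. The variance of each gene was drawn around a smoothed trend of replicate spread on mean, with normal noise, which is close to what limma assumes. The low rate of false calls was therefore partly built in. Noise was drawn independently for each gene, with no shift shared by a whole library. Far fewer genes were changed than were called in the real data, so these rates need not hold there.

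Alternatives planned beforehand were a pseudocount of 0.1, no filter on low values, protein-coding genes only, the replicate number as a block, and leaving out each library in turn. Alternatives chosen after seeing the data were median-ratio scaling, upper-quartile scaling, removal of mitochondrially encoded genes, a filter of at least 5 TPM in 2 libraries, annotated genes only, and limma without the variance trend. Bootstrap intervals in the closing section came from 2000 draws of genes. They treat genes as independent and leave out the variation between libraries, so they are too narrow for genes that move together. Tables and figures were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.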

Results

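RNA sequencing was performed on MV4-11 cells, an established human acute myeloid leukemia (AML) line that carries a KMT2A::AFF1 fusion and grows as monocytic blasts. The 4 libraries fell into 2 groups of 2: untreated control libraries (NC) and libraries labelled as ZNF217 knockdown (sh-ZNF217). ZNF217 is a zinc finger transcription factor that the study placed in a core circuit of AML transcription factors together with ELF1, MEF2D, RUNX2 and FOXP1. The comparison asked how the MV4-11 transcriptome differed when ZNF217 was perturbed, and whether MYB, a transcription factor that maintains leukemic blasts, was among the lowered genes. The labels describe an shRNA knockdown. The study differs with itself, since its methods call these libraries a knockdown while its results speak of a CRISPR knockout. Which of them the libraries represent was not settled here, so the group is called by its label throughout. The NC libraries are described as untreated, although the study also used nontargeting controls in other experiments. If NC cells received no vector, effects of lentiviral delivery cannot be told apart from those of ZNF217. Further tags in the column names have no stated meaning and were not used.

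The deposited values were TPM (transcript shares of the whole library, normalized for gene length) for 19458 genes, and the columns summed to between 998736 and 999337. TPM keeps no record of sequencing depth, so the depth of each library was unknown and no counting interval was given. The median gene stood at 7.90 and 7.82 TPM in the NC libraries and at 9.04 and 8.79 TPM in the sh-ZNF217 libraries, and 401, 393, 189 and 168 genes were listed at 0 in the same order. Across the 14904 genes with a mean of at least 1 TPM, log2 values correlated at 0.989 between the NC libraries and at 0.987 between the sh-ZNF217 libraries, and at 0.973 to 0.976 between libraries of different groups. These are correlations across genes, which are not independent replicates. Values below are mean TPM ± SD with n = 2 libraries per group. Log2 fold changes (sh-ZNF217 minus NC) were taken on log2(TPM + 1), which understates changes of low genes, and are given as the estimate ± SE from limma with its Benjamini-Hochberg adjusted p. The labels do not say that replicates were separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

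The targeted gene was examined first. ZNF217 (ENSG00000171940, GRCh38 chromosome 20, 53567071 to 53609907, minus strand) stood at 44.8 and 43.0 TPM in the NC libraries and at 38.8 and 32.8 TPM in the sh-ZNF217 libraries. Both sh-ZNF217 values were below both NC values, and the mean was 18.4% lower, from 43.9 ± 1.25 to 35.8 ± 4.20 TPM. This difference did not pass the threshold in limma (log2 fold change -0.29 ± 0.11, adjusted p = 0.108), so ZNF217 mRNA gave only a weak check of the labels. It passed after median-ratio scaling of the libraries (-0.41, adjusted p = 0.0362), an alternative chosen after seeing the data. ZNF217 and RUNX2 overlap genes on the opposite strand, from which their reads cannot be told apart here. The noncoding gene over ZNF217 had a mean of only 0.699 TPM, against 39.9 for ZNF217. SUPT3H, over RUNX2, had 5.66 TPM against 13.1 for RUNX2. Of the other circuit factors 0 were called lower. RUNX2, a runt-domain factor, stood at 11.1 ± 0.0581 TPM in NC and 15.2 ± 1.32 TPM in sh-ZNF217 (0.41 ± 0.12, adjusted p = 0.0610), and it passed when only protein-coding genes were tested (adjusted p = 0.0355). ELF1, an ETS factor, stood at 130.0 ± 7.39 and 153.7 ± 9.06 TPM (0.24 ± 0.08, adjusted p = 0.0893). FOXP1 was measured at 13.7 ± 0.304 and 14.8 ± 3.16 TPM (0.09 ± 0.16, adjusted p = 0.721), and MEF2D at 56.0 ± 0.0106 and 55.8 ± 0.130 TPM (adjusted p = 0.972). Of the 5 circuit factors 0 passed over all genes tested, and 0 when adjusted over the list alone. In limma's unadjusted test the intervals of ZNF217 (-0.55 to -0.03), ELF1 (0.04 to 0.44) and RUNX2 (0.12 to 0.71) excluded 0.

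A further list joined candidates that the study had named for the circuit beyond its core members with LDB1, a cofactor that the study described as a partner of ZNF217 and not as a candidate. Of these 9 genes, 6 rose, 0 fell and 3 did not pass (7 rose and 1 fell when adjusted over the list alone). After median-ratio scaling, 3 rose and 1 fell. Apart from LDB1, 5 of 8 rose, namely JUNB and also RARA, IRF1, ZBTB7A and RREB1, which were named after their values were seen. LDB1, an adaptor that bridges transcription factors, rose from 106.8 ± 1.83 to 145.1 ± 5.71 TPM (0.44 ± 0.07, adjusted p = 0.0131). JUNB, an AP-1 subunit, rose from 72.6 ± 2.06 to 110.3 ± 13.6 TPM (0.59 ± 0.10, adjusted p = 0.0139). Both calls were lost without the variance trend (adjusted p = 0.0622 for LDB1 and 0.0597 for JUNB). JUNB overlaps HOOK2 on the opposite strand over 1830 nt, and HOOK2 stood lower (mean of 11.2 against 91.5 TPM). The list with LDB1 stood higher than other genes in camera (adjusted p = 0.0261), a call that was lost without NC replicate 1 (adjusted p = 0.103), without the variance trend (adjusted p = 0.0861) and with an estimated correlation (adjusted p = 0.317). Among 11 tested partners of the LSD1-CoREST and CtBP repressors, through which ZNF217 is known to act, 0 passed over all genes tested and 0 when adjusted over the list alone. The list did not pass in camera (adjusted p = 0.0830) except after median-ratio scaling (adjusted p = 0.0334). The smallest p belonged to KDM1A (LSD1), at 115.4 ± 1.99 TPM in NC and 95.2 ± 10.3 TPM in sh-ZNF217 (-0.28 ± 0.09, adjusted p = 0.0857). KDM1A passed without sh-ZNF217 replicate 1 (adjusted p = 0.0378) and after median-ratio scaling (adjusted p = 0.0261).

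**Figure D1:**
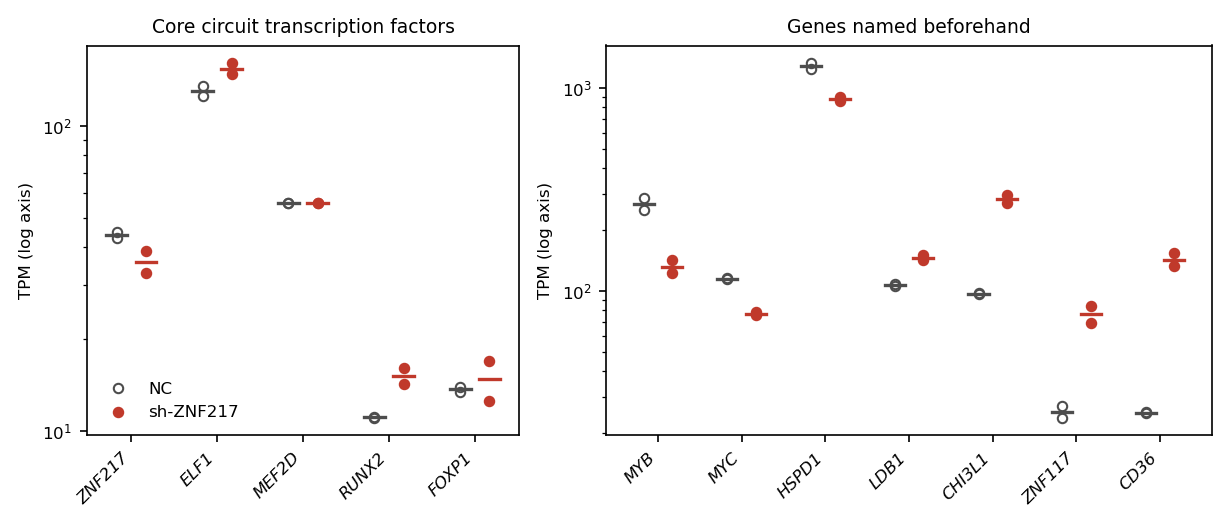
TPM (log axes) of the 5 circuit transcription factors (left) and of 7 genes named before the data were examined (right). Each circle is 1 library, open for NC and filled for sh-ZNF217, and each bar is the mean of a group (n = 2). ZNF217 fell short of the test's threshold at 43.9 against 35.8 TPM, while MYB stood at 268.1 against 131.4 TPM and CD36 at 25.1 against 142.3 TPM.

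MYB (ENSG00000118513, GRCh38 chromosome 6, 135181308 to 135219173, plus strand) was clearly lower in sh-ZNF217. Its level was 287.3 and 248.9 TPM in the NC libraries and 141.1 and 121.6 TPM in the sh-ZNF217 libraries, which is a mean 51.0% lower (268.1 ± 27.1 against 131.4 ± 13.8 TPM, log2 fold change -1.02 ± 0.10, adjusted p = 0.00332). By p it held rank 17 among the genes called lower. HSPD1, the mitochondrial HSP60 chaperonin, fell from 1277 ± 59.2 to 879.7 ± 24.1 TPM (-0.54 ± 0.07, adjusted p = 0.00562), and the transcription factor MYC fell from 114.6 ± 1.09 to 76.9 ± 1.99 TPM (-0.57 ± 0.07, adjusted p = 0.00682). HSPD1 overlaps its partner gene HSPE1 on the opposite strand. CD36, a scavenger receptor for lipids, rose 5.67-fold from 25.1 ± 0.339 to 142.3 ± 15.2 TPM (2.45 ± 0.10, adjusted p = 0.000360), and it had the smallest p of the genes called higher. CHI3L1, a chitinase-like protein secreted by macrophages, rose 2.93-fold from 96.6 ± 0.914 to 283.0 ± 16.6 TPM (1.54 ± 0.07, adjusted p = 0.000533). ZNF117, a zinc finger gene, rose 3.01-fold from 25.4 ± 2.41 to 76.5 ± 9.99 TPM (1.55 ± 0.12, adjusted p = 0.00171). ZNF117 lies on the same strand as ERV3-1 over 16329 nt, and ERV3-1 rose as well (1.65 ± 0.10, adjusted p = 0.00107), so reads of the pair may have been split between them and the ZNF117 value is uncertain. MYB, HSPD1, CHI3L1, ZNF117 and CD36 had been picked by the study from its own RNA sequencing. All 5 passed both over all genes tested and when adjusted over the list alone (3 rose and 2 fell), and since the choice was made on these samples their directions are not independent evidence.

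Over the whole transcriptome, 1871 genes were higher and 821 were lower in sh-ZNF217 at an adjusted p below 0.05. Of these, 375 rose and 44 fell by at least 1 log2 unit. With the thresholds stated by the study (unadjusted p below 0.05 and an absolute log2 fold change above 0.5), 1905 genes were higher and 483 lower. In 63.1% of the tested genes the groups did not overlap, against 33.3% by chance. That chance value holds for a gene whose libraries differ only at random. A scale difference shared by many genes can raise the share, and median-ratio factors were 0.97 and 0.95 in NC and 1.06 and 1.03 in sh-ZNF217. The excess is therefore no measure of how many genes changed. The share of higher genes among the calls was 69.5%, and it depended on scaling, since median-ratio scaling moved it to 42.3% (1214 higher and 1659 lower) and upper-quartile scaling to 57.7%. Median-ratio scaling shifted the comparison by 0.118 log2 units, and the median log2 fold change of all tested genes moved from 0.09 to -0.02. Of the 28 gene lists tested, 4 changed the sign of their median under this shift, and each of those 4 lay close to 0. Higher values were most frequent among weakly expressed genes. The median log2 fold change of protein-coding genes was 0.21 at a mean of 1 to 5 TPM, 0.06 at 20 to 50 TPM and -0.10 above 200 TPM. Long noncoding RNAs had a median of 0.30, with 76.3% of 1370 genes higher. Without the variance trend, the counts were 1024 higher and 207 lower.

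Among genes with at least 5 TPM in the higher group, the largest rises were those of HP, SLAMF7, FABP4, FCRLA, a pair of 5.8S ribosomal RNA genes, CD36 and CD109. HP (haptoglobin) rose from 3.77 ± 0.837 to 38.3 ± 2.26 TPM (3.05 ± 0.15, adjusted p = 0.000563). HP overlaps TXNL4B on the opposite strand, so its level is uncertain. TXNL4B hardly changed (mean of 20.35 TPM over the 4 libraries, log2 fold change 0.07), so its reads would not account for the rise of HP. SLAMF7, a surface receptor of activated leukocytes, rose from 4.21 ± 0.0954 to 37.4 ± 2.99 TPM (2.88 ± 0.12, adjusted p = 0.000360). FABP4, a fatty acid carrier of macrophages and adipocytes, rose from 4.28 ± 0.0592 to 32.8 ± 1.19 TPM (2.68 ± 0.12, adjusted p = 0.000360). FCRLA (2.53 ± 0.17) and CD109 (2.42 ± 0.17) rose from 1.91 ± 0.0889 to 15.9 ± 2.48 TPM and from 1.61 ± 0.0349 to 13.02 ± 1.53 TPM. The 5.8S genes RNA5-8SN2 (2.46 ± 0.23) and 5_8S_rRNA (2.52 ± 0.20) are near-identical copies whose reads cannot be assigned with certainty. The largest falls were mostly of genes that share sequence with others and are therefore uncertain. PTGES3L-AARSD1 (-2.16 ± 0.28) and NME1-NME2 (-1.67 ± 0.12) are readthrough genes. NME1-NME2 stood at 262.5 ± 10.8 and 82.7 ± 14.9 TPM, whereas its constituents changed less, NME1 from 174.3 ± 4.59 to 142.7 ± 5.40 TPM and NME2 from 353.7 ± 8.85 to 363.5 ± 23.8 TPM. NPIPA5 (-1.86 ± 0.40) and SMN2 (-1.67 ± 0.36) have near-identical paralogs, and PFN1P1 (-1.42 ± 0.13) and RPS26P19 (-1.38 ± 0.30) are processed pseudogenes. The call of SMN2 was lost without sh-ZNF217 replicate 2 (adjusted p = 0.0564), as was that of RPS26P19 (adjusted p = 0.0581). These calls and that of NPIPA5 were also lost without the variance trend (adjusted p = 0.0683, 0.0683 and 0.0773). The noncoding RNA LINC01389 (-1.39 ± 0.24) lies antisense to CMPK1, and the strand setting of the quantification was not given in the sources used here. MT1G, a metal-binding metallothionein, fell from 108.3 ± 21.5 to 44.4 ± 9.98 TPM (-1.27 ± 0.18, adjusted p = 0.00874).

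MYC targets and ribosomal protein genes were lower than other genes in camera with its preset correlation, but neither list passed with an estimated correlation (adjusted p = 0.179 and 0.330). Camera did not match genes by expression level, here or for the other lists. Protein-coding genes above 200 TPM had a median of -0.10, so part of the fall of lists of abundant genes may follow that trend. The medians of these lists (-0.26 and -0.23) were lower still, but matched genes were not tested. Of 58 tested MYC targets, 18 fell, 2 rose and 38 did not pass (26 fell and 2 rose when adjusted over the list alone, and 31 fell and 1 rose after median-ratio scaling), with a median log2 fold change of -0.26. SRM, the spermidine synthase, fell from 349.2 ± 7.59 to 223.1 ± 1.33 TPM (-0.64 ± 0.06, adjusted p = 0.00319). PA2G4, a growth-regulated RNA-binding protein, fell from 331.0 ± 7.01 to 202.7 ± 16.6 TPM (-0.71 ± 0.08, adjusted p = 0.00428). The members that rose were HK2 (0.30 ± 0.08), a glycolytic hexokinase, and MAP3K6 (0.52 ± 0.11), a stress kinase, and neither call was firm. The call of HK2 was lost after leaving out any 1 library (adjusted p from 0.0639 to 0.212), and that of MAP3K6 without NC replicate 1 (adjusted p = 0.0852), without sh-ZNF217 replicate 1 (adjusted p = 0.0599) and without sh-ZNF217 replicate 2 (adjusted p = 0.0514). Without the variance trend the adjusted p was 0.12 for HK2 and 0.0534 for MAP3K6. The adjusted p of the list was 2.24e-12 in camera, and 0.00202 in fry, where it moved downward. The list was drawn up after the paper, which names MYC-linked sets as lowered, had been read. Of 75 cytosolic ribosomal protein genes, 32 fell and 0 rose (43 fell when adjusted over the list alone, and 45 after median-ratio scaling), among them RPL34 from 736.8 ± 7.75 to 471.3 ± 20.5 TPM (-0.64 ± 0.06) and RPL23 from 903.1 ± 73.4 to 556.8 ± 17.5 TPM (-0.69 ± 0.08). The adjusted p of that list was 1.36e-17 in camera, and it did not pass in fry (adjusted p = 0.121). Many processed pseudogenes resemble ribosomal protein genes, so their reads are partly shared.

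Cell cycle genes were lower than other genes in camera with its preset correlation, but not with an estimated correlation (adjusted p = 0.298 for each list). Of 46 S phase and DNA replication genes, 16 fell, 1 rose and 29 did not pass (24 fell and 1 rose when adjusted over the list alone, and 28 fell and 0 rose after median-ratio scaling). PCNA, the sliding clamp of DNA polymerase, fell from 550.4 ± 17.6 to 387.8 ± 8.44 TPM (-0.50 ± 0.06, adjusted p = 0.00652), and thymidylate synthase (TYMS) fell from 377.7 ± 3.104 to 277.6 ± 4.77 TPM (-0.44 ± 0.06, adjusted p = 0.00861). E2F1 was the member that rose (0.36 ± 0.09, adjusted p = 0.0333), and its call was lost without NC replicate 1 (adjusted p = 0.0905), NC replicate 2 (adjusted p = 0.109) or sh-ZNF217 replicate 2 (adjusted p = 0.0930), and after median-ratio scaling (adjusted p = 0.0914). Of 54 G2/M and mitosis genes, 17 fell and 0 rose (24 fell when adjusted over the list alone, and 35 after median-ratio scaling). CDCA3 fell from 87.2 ± 1.82 to 57.4 ± 1.15 TPM (-0.60 ± 0.08, adjusted p = 0.00683), and UBE2C, a ubiquitin carrier of the anaphase-promoting complex, fell from 178.9 ± 16.2 to 121.9 ± 5.55 TPM (-0.55 ± 0.09, adjusted p = 0.0116). In camera the adjusted p was 1.36e-12 for S phase and 1.00e-12 for G2/M, and in fry S phase passed (0.0481) and G2/M did not (0.0661). Without the variance trend the calls of PCNA (adjusted p = 0.0504), TYMS (adjusted p = 0.0580), UBE2C (adjusted p = 0.0580) and E2F1 (adjusted p = 0.0860) were lost.

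Of 32 cytosolic and mitochondrial chaperones, 18 fell and 0 rose (21 fell when adjusted over the list alone, and 23 after median-ratio scaling). HSPA8, the constitutive HSP70, fell from 1882 ± 32.8 to 1258 ± 59.4 TPM (-0.58 ± 0.06, adjusted p = 0.00408), beside HSPD1 given above. In camera the adjusted p of the list was 1.36e-12, and 0.296 with an estimated correlation. Of 52 nuclear-encoded genes of oxidative phosphorylation, 9 fell, 1 rose and 42 did not pass (the same counts when adjusted over the list alone). After median-ratio scaling 28 fell and 0 rose, so the count of falls depended on scaling. NDUFAB1 fell from 366.4 ± 9.29 to 273.0 ± 4.40 TPM (-0.42 ± 0.06, adjusted p = 0.0101) and COX6C from 378.6 ± 15.3 to 277.4 ± 13.3 TPM (-0.45 ± 0.07, adjusted p = 0.0113). NDUFA1 rose from 55.6 ± 2.79 to 93.7 ± 24.8 TPM (0.72 ± 0.17), a call lost after median-ratio scaling (adjusted p = 0.0713). All 3 calls were lost without the variance trend (adjusted p from 0.0631 to 0.0961). The camera adjusted p of the list was 1.40e-10, and 0.298 with an estimated correlation. Of the 13 mRNAs encoded in the mitochondrial genome 0 passed over all genes tested and 0 when adjusted over the list alone, and their median log2 fold change was -0.01. MT-ATP6 had the smallest p (-0.18 ± 0.07, adjusted p = 0.101) and passed after median-ratio scaling (adjusted p = 0.0435), as did that list (adjusted p = 0.0247, against 0.158 without it).

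**Figure D2:**
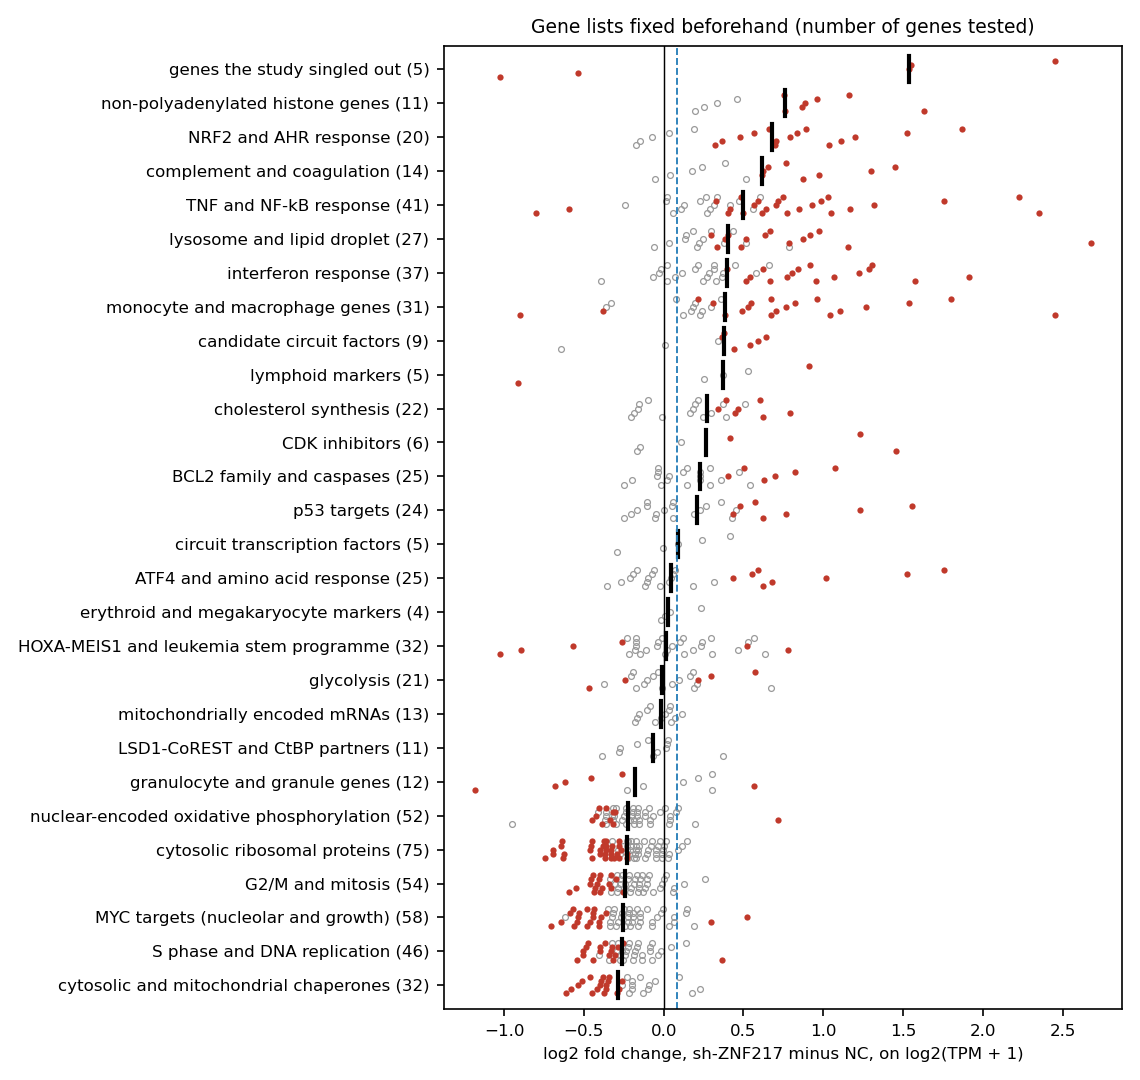
Log2 fold change (sh-ZNF217 minus NC, on log2(TPM + 1)) of each tested member of the 28 gene lists, with the number of genes tested in parentheses. Red points passed at an adjusted p below 0.05, open grey points did not, black bars are list medians, and the dashed blue line is the median of all tested genes (0.09). Medians ran from -0.29 for the chaperones to 1.54 for the genes that the study had singled out.

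Inhibitors of the cell cycle and genes linked to cell death contained members that rose. Of 6 tested CDK inhibitors, 3 rose and 0 fell (3 rose when adjusted over the list alone, and 2 after median-ratio scaling). CDKN1A (p21) rose 2.36-fold from 52.1 ± 5.82 to 123.1 ± 3.86 TPM (1.23 ± 0.10, adjusted p = 0.00181) and CDKN2B (p15) rose 3.14-fold from 4.36 ± 0.685 to 13.7 ± 0.237 TPM (1.46 ± 0.15, adjusted p = 0.00342). Of 24 p53 targets, 7 rose and 0 fell (8 rose and 1 fell when adjusted over the list alone, and 5 rose and 1 fell after median-ratio scaling), with BTG2, an antiproliferative gene, at 16.4 ± 0.249 and 50.2 ± 3.5004 TPM (1.55 ± 0.10, adjusted p = 0.00126). Neither list passed in camera (adjusted p = 0.155 and 0.0745), but both did without NC replicate 1 (0.0448 and 0.0409) or NC replicate 2 (0.00379 and 0.0368), where limma's prior was infinite and gene variances were taken as known. Of 25 BCL2 family and caspase genes, 6 rose and 0 fell (9 rose when adjusted over the list alone, and 4 rose and 1 fell after median-ratio scaling). BMF, a BH3-only activator of apoptosis, rose from 52.1 ± 3.17 to 110.5 ± 1.96 TPM (1.07 ± 0.08, adjusted p = 0.00167), and CASP8, the initiator caspase of death receptors, rose from 44.4 ± 1.75 to 79.1 ± 0.988 TPM (0.82 ± 0.08, adjusted p = 0.00319). The members that rose also held inhibitors of cell death, namely CFLAR, XIAP and BCL2L2, which were named after their values were seen. In camera the adjusted p of this list was 0.0194, and it rose to 0.0639 without NC replicate 1 and to 0.298 with an estimated correlation.

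Genes of monocytes and macrophages were higher than other genes in camera with its preset correlation (adjusted p = 4.29e-06), but not with an estimated correlation (adjusted p = 0.179). Of 31 tested genes, 18 rose, 2 fell and 11 did not pass (19 rose and 3 fell when adjusted over the list alone, and 14 rose and 3 fell after median-ratio scaling). CD36 and CHI3L1, with the values given above, had the smallest p and had been picked by the study from its RNA sequencing. MMP9, a matrix metalloproteinase, fell from 42.8 ± 1.34 to 22.4 ± 0.0111 TPM (-0.90 ± 0.09, adjusted p = 0.00332). IRF8, a monocyte lineage factor, fell from 154.8 ± 18.8 to 118.3 ± 0.333 TPM (-0.38 ± 0.10), but its call was lost without NC replicate 2 (adjusted p = 0.210), sh-ZNF217 replicate 1 (adjusted p = 0.0783) or sh-ZNF217 replicate 2 (adjusted p = 0.0757), and without the variance trend (adjusted p = 0.12). Of 12 granulocyte and granule genes, 5 fell and 1 rose (5 fell and 2 rose when adjusted over the list alone, and 5 fell and 1 rose after median-ratio scaling). The azurophil granule proteases PRTN3 and ELANE fell from 122.8 ± 9.22 to 53.9 ± 10.04 TPM (-1.18 ± 0.13, adjusted p = 0.00437) and from 32.6 ± 1.57 to 19.96 ± 0.650 TPM (-0.68 ± 0.10, adjusted p = 0.00918). CSF3R, the G-CSF receptor, rose from 18.6 ± 0.837 to 27.9 ± 0.101 TPM (0.56 ± 0.10, adjusted p = 0.0155). The camera adjusted p of the granule list was 0.0427, and the call was lost without sh-ZNF217 replicate 1 (adjusted p = 0.123), after median-ratio scaling (adjusted p = 0.0822) and with an estimated correlation (adjusted p = 0.298). Of 32 genes of the HOXA-MEIS1 and leukemia stem programme, 2 rose and 4 fell (4 rose and 4 fell when adjusted over the list alone). MYB and MYC were among those that fell. JMJD1C, a histone demethylase family member, rose from 14.6 ± 1.64 to 25.8 ± 2.804 TPM (0.78 ± 0.13, adjusted p = 0.0132), and MEF2C rose from 13.3 ± 0.00810 to 19.5 ± 0.218 TPM (0.52 ± 0.11), a call lost without sh-ZNF217 replicate 2 (adjusted p = 0.0567). That list did not pass in camera (adjusted p = 0.478). Its median (0.02) and mean (0.03) were above 0 while camera, which compares it with other genes, placed it lower, and its median was -0.10 after median-ratio scaling.

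The TNF, interferon and complement lists were higher than other genes in camera with its preset correlation, but with an estimated correlation 0 of these 3 passed (adjusted p = 0.179, 0.317 and 0.241). Of 41 TNF and NF-kB response genes, 23 rose, 2 fell and 16 did not pass (27 rose and 2 fell when adjusted over the list alone, and 18 rose and 2 fell after median-ratio scaling). The cytokine IL1B rose from 10.4 ± 1.99 to 51.8 ± 3.197 TPM (2.23 ± 0.14, adjusted p = 0.00126), and OLR1, a receptor for oxidized LDL, rose from 1.47 ± 0.123 to 11.6 ± 1.70 TPM (2.35 ± 0.18, adjusted p = 0.00157). OLR1 overlaps TMEM52B on the opposite strand, so its value is uncertain. The chemokine CCL2 fell from 536.6 ± 7.46 to 356.1 ± 9.20 TPM (-0.59 ± 0.06, adjusted p = 0.00379), and the immediate early factor EGR1 fell from 12.3 ± 0.343 to 6.61 ± 0.310 TPM (-0.80 ± 0.13, adjusted p = 0.0118). In camera the adjusted p was 8.04e-08, and 0.179 with an estimated correlation. Of 37 interferon response genes, 16 rose and 0 fell (19 rose when adjusted over the list alone, and 15 after median-ratio scaling). IFI44 rose 4.57-fold from 3.45 ± 0.345 to 15.8 ± 0.786 TPM (1.92 ± 0.14, adjusted p = 0.00157), and IFI6 rose 2.36-fold from 72.5 ± 3.41 to 171.3 ± 27.4 TPM (1.22 ± 0.12, adjusted p = 0.00295). For the list, the camera adjusted p was 2.10e-06, and 0.317 with an estimated correlation. Of 14 complement and coagulation genes, 8 rose and 0 fell (9 rose when adjusted over the list alone, and 8 after median-ratio scaling). Complement C3 rose from 75.1 ± 1.11 to 186.8 ± 8.31 TPM (2.49-fold, adjusted p = 0.000986), and thrombomodulin (THBD) rose from 29.1 ± 1.58 to 54.0 ± 1.3001 TPM (0.87 ± 0.09, adjusted p = 0.00349). The camera adjusted p was 0.000166, and 0.241 with an estimated correlation.

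Of the stress and lipid lists, NRF2 and AHR response and lysosome and lipid droplet were higher in camera with the preset correlation but not with an estimated correlation (adjusted p = 0.179 for each), while ATF4 response and cholesterol synthesis did not pass. Of 20 NRF2 and AHR response genes, 15 rose, 0 fell and 5 did not pass (15 rose and 1 fell when adjusted over the list alone, and 13 rose and 1 fell after median-ratio scaling). CYP1A1, the cytochrome P450 induced through AHR, rose 3.75-fold from 28.0 ± 0.271 to 105.0 ± 0.542 TPM (1.87 ± 0.08, adjusted p = 0.000360), and SQSTM1, the autophagy receptor p62, rose from 303.9 ± 14.9 to 658.0 ± 38.2 TPM (1.11 ± 0.07, adjusted p = 0.00126). SQSTM1 overlaps MRNIP on the opposite strand, but MRNIP stood far lower, at a mean of 25.4 against 481.0 TPM over the 4 libraries. Reads of MRNIP at that level would not account for the rise of SQSTM1. In camera the adjusted p was 1.47e-07, and 0.179 with an estimated correlation. Of 25 genes of the ATF4 and amino acid response, 8 rose and 0 fell (9 rose when adjusted over the list alone, and 6 rose and 3 fell after median-ratio scaling), among them the cystine transporter SLC7A11 (15.5 ± 1.61 against 46.3 ± 4.90 TPM, 1.52 ± 0.12, adjusted p = 0.00187) and the stress factor ATF3 (6.17 ± 0.761 against 23.2 ± 2.55 TPM, 1.76 ± 0.14, adjusted p = 0.00190). The list did not pass in camera (adjusted p = 0.444), and its median was 0.04, or -0.07 after median-ratio scaling. Of 27 lysosome and lipid droplet genes, 14 rose and 0 fell (20 rose when adjusted over the list alone, and 9 after median-ratio scaling). PLIN2, the lipid droplet coat protein, rose from 160.6 ± 1.74 to 358.3 ± 3.03 TPM (1.15 ± 0.06, adjusted p = 0.000914), beside FABP4 given above. For the list, the camera adjusted p was 1.37e-08, and 0.179 with an estimated correlation. Of 22 cholesterol synthesis genes, 7 rose and 0 fell (7 rose when adjusted over the list alone), and after median-ratio scaling 2 rose and 1 fell. The 7 included MSMO1 (0.60 ± 0.11, adjusted p = 0.0148) and SREBF2 (0.45 ± 0.09, adjusted p = 0.0186). The call of SREBF2 was lost without NC replicate 1 (adjusted p = 0.0505) and without the variance trend (adjusted p = 0.0665). The list did not pass in camera (adjusted p = 0.0539), nor after median-ratio scaling (adjusted p = 0.0822) or without the variance trend (adjusted p = 0.103). In camera it passed among protein-coding genes (adjusted p = 0.0441), without a filter (0.0405), with the replicate block (0.0309) and with at least 5 TPM in 2 libraries (0.0492). It also passed without sh-ZNF217 replicate 2, a fit with a lone library in that group.

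**Figure D3:**
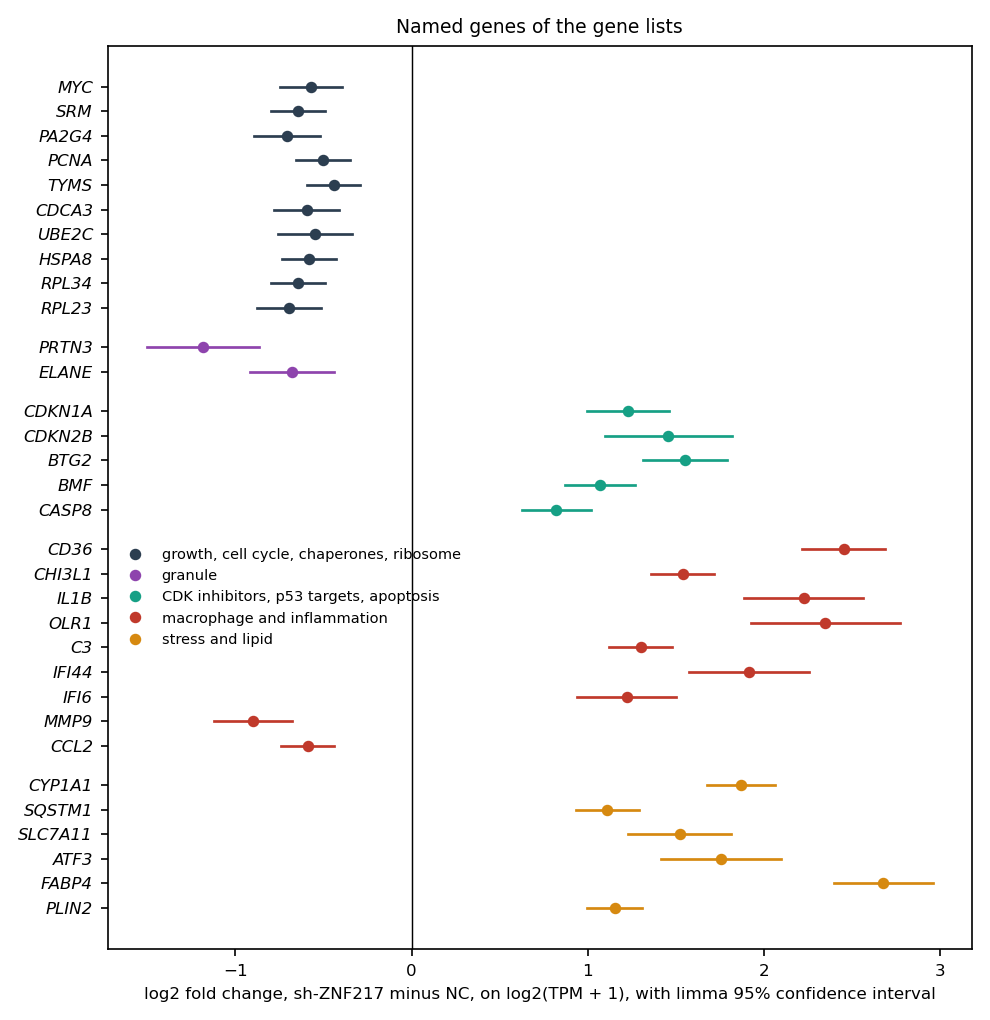
Log2 fold change (sh-ZNF217 minus NC, on log2(TPM + 1)) of genes named from the lists, as points with limma 95% confidence intervals and coloured by kind of gene. IL1B (2.23) and OLR1 (2.35) lay to the right with CD36 (2.45), while PRTN3 (-1.18) and MMP9 (-0.90) lay to the left.

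Glycolysis genes went both ways, with 3 of 21 higher and 2 lower (5 higher and 6 lower when adjusted over the list alone, and 1 higher and 7 lower after median-ratio scaling). The glucose transporter SLC2A3 rose from 19.8 ± 1.95 to 29.8 ± 1.69 TPM (0.57 ± 0.11), and the transporter SLC2A1 fell from 34.4 ± 2.12 to 24.5 ± 0.711 TPM (-0.47 ± 0.10). GPI fell from 353.8 ± 11.2 to 298.9 ± 5.06 TPM (-0.24 ± 0.07). The call of SLC2A3 was lost without sh-ZNF217 replicate 1 (adjusted p = 0.0528), that of SLC2A1 without NC replicate 2 (adjusted p = 0.101) and sh-ZNF217 replicate 1 (adjusted p = 0.0569), and that of GPI after leaving out any 1 library (adjusted p from 0.0817 to 0.263). Without the variance trend the adjusted p was 0.0570, 0.0618 and 0.165 in the same order. The list did not pass in camera (adjusted p = 0.311), and its median (-0.01) and mean (0.03) differed in sign.

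Lists for other cell types and for RNA quality were also tested. Of 5 lymphoid markers above the expression limit, 1 rose and 1 fell (2 rose and 1 fell when adjusted over the list alone, and 0 rose and 1 fell after median-ratio scaling). CD2 stood at 2.805 ± 1.11 and 5.99 ± 0.106 TPM (0.91 ± 0.23), and PAX5 at 4.87 ± 1.44 and 2.08 ± 0.123 TPM (-0.91 ± 0.23). Both calls were lost without NC replicate 2 (adjusted p = 0.1 for CD2 and 0.152 for PAX5), without sh-ZNF217 replicate 1 (adjusted p = 0.0903 and 0.0649) and without sh-ZNF217 replicate 2 (adjusted p = 0.0839 and 0.0810), and also without the variance trend (adjusted p = 0.0735 and 0.0601). The list did not pass in camera (adjusted p = 0.475). Of 4 erythroid and megakaryocyte markers 0 passed over all genes tested and 0 when adjusted over the list alone, with GP1BA at 1.08 ± 0.106 and 1.45 ± 0.338 TPM (adjusted p = 0.532). Camera placed this list lower (adjusted p = 0.845) although its median was 0.03. Of the stromal, epithelial and endothelial markers 0 reached the expression limit for testing. Of 11 non-polyadenylated histone genes, 7 rose and 0 fell (7 rose when adjusted over the list alone, and 5 after median-ratio scaling), with a median log2 fold change of 0.76. Histone genes H4C8 and H2BC4 rose from 1.20 ± 0.420 to 5.77 ± 0.766 TPM (1.63 ± 0.22, adjusted p = 0.00767) and from 2.88 ± 0.289 to 7.68 ± 0.377 TPM (1.16 ± 0.16, adjusted p = 0.00822). The camera adjusted p was 0.000965, and 0.291 with an estimated correlation. The list was drawn up as histone genes whose transcripts lack a poly(A) tail, but gene totals do not show which transcript forms were measured. The rise of these genes stood beside the fall of the S phase genes given above.

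Of the 28 lists, 16 passed in camera with the preset correlation of 0.01, 9 higher and 7 lower. With an estimated correlation 0 passed, and 5 had an unadjusted p below 0.05. In the simulation, the list shifted by 0.3 log2 units had a camera p of 0.0161 in that version, against 2.77e-15 with the preset. For MYC targets the unadjusted camera p rose from 3.99e-13 to 0.0127, although the estimated correlation (0.0012) was below the preset. For a list with an estimate below the preset, such as MYC targets, not passing in that version is therefore weak evidence against it. It need not mean that the genes of such a list are correlated. TNF and NF-kB response (-0.002) and NRF2 and AHR response (-0.02) also had estimates below the preset. Other called lists lay well above it, among them ribosomal proteins (0.56), G2/M (0.30), S phase (0.27) and interferon response (0.22). For these the p-values with the preset may be far too small. In fry, which asks whether a list's genes move on balance in one direction, 12 of the 16 passed in the same direction. The other 4 were G2/M (adjusted p = 0.0661), granule genes (0.121), oxidative phosphorylation (0.113) and ribosomal proteins (0.121). Fry also passed 5 lists upward that camera did not: p53 targets (adjusted p = 0.00852), CDK inhibitors (0.0481), ATF4 response (0.0199), cholesterol synthesis (0.0130) and the genes that the study had singled out (0.0192). Fry does not compare a list with other genes, whose median was itself above 0. The genes that the study had singled out went both ways and did not pass in camera (adjusted p = 0.312), though they did without NC replicate 1 (6.17e-07) or NC replicate 2 (2.25e-05). In both of those fits limma estimated an infinite prior, against 4.65 degrees of freedom with all libraries, and so took the variance trend as known. The passes there are therefore weak evidence.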

Values the study reported

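For MV4-11 cells, the study reported 1,433 differentially expressed genes between control and ZNF217-knockout cells, of which 909 were upregulated and 524 downregulated. Its criteria were an absolute log2 fold change above 0.5 and p < 0.05.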

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

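The pseudocount, the test without a filter, protein-coding genes only, the replicate block, the left-out libraries and the other list tests were planned, and all other alternatives were chosen after seeing the data. The planned count-based alternatives (edgeR scaling factors and library size only, count filters, DESeq2, limma-voom) were not run, because the table holds TPM and not counts. Depth is unknown from TPM, so what depth limits could not be stated.

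MYB and the MYC target list kept their direction and their side of the threshold in every limma alternative, with MYB between -1.14 and -0.92. With an estimated correlation the adjusted p of the MYC target list was 0.179. ZNF217 was lower in every alternative (-0.41 to -0.17, adjusted p from 0.0362 to 0.317) and passed only after median-ratio scaling (-0.406).

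The 1871 higher genes became 1214 after median-ratio scaling and 1024 without the variance trend. The 821 lower genes became 1659 and 207 in the same order. At the study's thresholds, the 1905 higher genes became 1212 among protein-coding genes and 1247 with at least 5 TPM in 2 libraries, where fewer genes were tested. The 483 lower genes became 309 among protein-coding genes and 903 after median-ratio scaling, which lowers all genes of sh-ZNF217 against NC alike. For the other changes the cause was not tested. After leaving out each library in turn, 1262 to 1752 genes were higher and 607 to 760 lower, or 1796 to 2015 and 554 to 652 at the study's thresholds. There the lone library of a group is assumed to vary like the other group, and without either NC library limma's prior was infinite, so that calls there rest on the variance trend alone.

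With the replicate number as a block, 2231 genes were higher and 1253 lower. The deviations of same-numbered libraries correlated at 0.0399 across genes, so no large deviation shared by number was seen. Whether same-numbered libraries were cultured or processed together cannot be told from this. Under the block the calls of NPIPA5, PAX5 and the granule list were lost, ELF1, KDM1A and cholesterol synthesis gained one, and no other result changed its call.

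Of 72 called named genes, 22 lost the call in at least 1 alternative, 21 of them without the variance trend and 13 when a library was left out. Of the 80 named genes 0 changed a called direction. FOXP1, which was not called, changed sign, from 0.09 in the main fit to -0.02 after median-ratio scaling and -0.12 without sh-ZNF217 replicate 1. Of the 16 called lists, 3 lost the call in at least 1 limma alternative.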

Other observations

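The lists in this paragraph were drawn up after the values were seen. Genes of the mitochondrial ribosome (13 of 32 fell and 0 rose, median log2 fold change -0.27) and of the spliceosome core (8 of 27 fell and 0 rose, -0.23) were lower beside the cytosolic ribosome. Their camera adjusted p was 1.98e-10 and 2.48e-07, and 0.116 for each with an estimated correlation. Of 5 metallothioneins, which bind zinc and copper, all 5 fell, with a median of -0.91 (adjusted p = 1.25e-05, and 0.297 with an estimated correlation). Of 15 vacuolar proton pump genes, which acidify lysosomes, 7 rose and 0 fell (adjusted p = 0.00153, and 0.159 with an estimated correlation). Of 14 proteasome core genes 2 fell and 0 rose (adjusted p = 0.000532, and 0.159 with an estimated correlation), and of 20 aminoacyl-tRNA synthetases 2 fell and 1 rose (adjusted p = 0.00812, and 0.358 with an estimated correlation). Adjusted over the list alone, 17, 13, 5 and 3 genes fell in the mitochondrial ribosome, spliceosome, metallothionein and proteasome lists, 7 rose in the proton pump list, and 1 rose and 1 fell among the synthetases. After median-ratio scaling 20, 15, 5, 6 and 7 genes fell in the mitochondrial ribosome, spliceosome, metallothionein, proteasome and synthetase lists, and 5 rose in the proton pump list. In fry the metallothioneins (adjusted p = 0.0618) and synthetases (0.225) did not pass, and the other 4 lists did. The medians of these lists had the same sign under median-ratio scaling.

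The osteoclast and HLA lists were also drawn up after the values were seen, so their tests are not independent of these values. Osteoclast genes, a branch of the macrophage lineage, held some large rises, with 3 of 6 higher and 1 lower. The osteoclast list did not pass in camera (adjusted p = 0.0897) and passed upward in fry (adjusted p = 0.0187). SPP1, the secreted protein osteopontin, and DCSTAMP, which acts in cell fusion, were among those that rose (2.16 and 1.91), and MMP9 fell. Antigen presentation genes did not pass in camera. Of 11 genes of HLA class I and peptide loading 4 rose (adjusted p = 0.0951), and of 4 tested class II genes 2 rose (adjusted p = 0.243), though the class II list passed upward in fry (adjusted p = 0.0413). Adjusted over the list alone, the counts of these 3 lists were the same, and after median-ratio scaling the rises of class I fell from 4 to 2. HLA genes are polymorphic and share reads, so their values are uncertain.

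At the study's stated thresholds, 1905 genes were higher and 483 lower, 2388 in all. In the main fit the higher and total counts are above the values quoted from the study, and the lower count is below. The side of the lower count depended on the setting, with 583 lower without a filter and 309 among protein-coding genes. The study named DESeq2 as its test, whereas limma on TPM was used here, and the genes tested by the study were not compared. The counts therefore differ in method, and their gap cannot be read as a disagreement about the data. After median-ratio scaling, 1338 were higher and 903 lower at the same thresholds.

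Of the tests below, those of a common scale factor, of the S phase list, of library labels and of a knockout were chosen only after the result was seen. The first pattern was that weakly expressed protein-coding genes tended to be higher in sh-ZNF217. An even background of genomic DNA would add about the same TPM to each gene. The median increment of genes at 5 to 20 TPM was instead 5.23 times (95% bootstrap interval 4.56 to 6.34) that of genes at 0.2 to 1 TPM. This argues against such a background as the only cause, but not against one combined with a change of scale. Unspliced RNA need not be even across genes, so the ratio cannot decide on it. Genes at 1 to 5 TPM exceeded those at 20 to 50 TPM by 0.15 log2 units (0.11 to 0.17), which measures the pattern itself again. A single scale factor moves all genes one way, so medians of 0.21 at 1 to 5 TPM and -0.10 above 200 TPM argue against it as the only cause. A wider set of active genes in sh-ZNF217, or a difference in library preparation between the groups, may remain, and the design cannot separate them.

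The second pattern was the rise of histone and 5.8S rRNA genes. If non-polyadenylated RNA had been removed less well from the sh-ZNF217 libraries, other such RNAs should be higher too. The 12 of 26 listed RNAs that were in the table had a median log2 fold change of 0.48, with an interval from -0.20 to 0.95, so this explanation cannot be told apart from none with so few RNAs. The most abundant, RN7SL1 (1.12) and RN7SL2 (1.18), were higher in both sh-ZNF217 libraries, while SNORD17, the next, was lower (-0.58). The remaining RNAs stood low and went both ways. Wider gene classes were not part of this test. Genes annotated as miRNA (72 tested), snRNA (26) and miscellaneous RNA (40) had medians of 0.52, 0.40 and 0.37, and snoRNA genes (77) of -0.005. Long noncoding RNAs had 0.30, so these medians cannot separate weaker removal from the rise of other gene classes. A larger share of S phase cells is argued against by the S phase list, whose median was -0.26 (-0.31 to -0.22, over genes only). That list did not pass in camera with an estimated correlation (adjusted p = 0.298), so the argument is limited. A change of histone transcripts that comes with the perturbation itself may also remain open and was not tested.

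The third pattern was the small difference in ZNF217 itself beside many called genes. A mislabelled library is argued against by the correlations, since each library correlated better with its own partner than with either library of the other group, by at least 0.0115. ZNF217 mRNA stood at 81.6% of NC, which could reflect a partial knockdown or a knockout that leaves the mRNA in place. These cannot be told apart here, because protein was not measured in these libraries.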
